A study of Mus musculus with 24 samples. Its data were reported in "A combination treatment based on drug repurposing demonstrates mutation-agnostic efficacy in pre-clinical retinopathy models" (2024).

How the data were processed

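Bulk RNA sequencing was performed on whole retinas, with 1 retina taken per mouse, so that the samples of a group are separate animals. The 24 libraries fall into 4 groups by their labels. Wild-type C57BL/6J retinas (WT, n = 4) served as healthy controls. The rd10 mouse carries a missense mutation of Pde6b, the beta subunit of the rod phosphodiesterase, and loses its rods, more slowly when it is reared in darkness. Dark-reared rd10 retinas (rd10 DR, n = 4) were taken at an early stage of disease from animals that had not been exposed to light. The remaining rd10 animals were reared in darkness and moved to cyclic light on postnatal day 29. They received a base diet (rd10 vehicle, n = 8) or, from postnatal day 28, a diet with tamsulosin, metoprolol and bromocriptine (rd10 TMB, n = 8), which are an alpha-1 adrenergic receptor blocker, a beta-1 adrenergic receptor blocker and a dopamine receptor agonist. The WT mice shared the housing of the rd10 vehicle and rd10 TMB mice. Each group was balanced between females and males, with 12 of each in all. The labels give the age of the WT, rd10 vehicle and rd10 TMB animals as day 36 or 37, and that of the rd10 DR animals as day 28 or 30. By the paper's methods, retinas were collected on day 37 and, for rd10 DR, on day 28. On day 36 the rd10 vehicle and rd10 TMB mice had an electroretinogram with light flashes. The WT and rd10 DR mice had anaesthesia of similar length on the day before collection. The sample titles of the rd10 animals carry the prefixes RD8, RD9 or RD10, whose meaning is not given in the sources used here. They were treated as a possible batch. The rd10 vehicle retinas comprised 1 with RD8, 3 with RD9 and 4 with RD10, the rd10 TMB retinas 3 with RD9 and 5 with RD10, and all 4 rd10 DR retinas had RD10.

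The authors selected polyadenylated RNA, prepared libraries with a kit that does not mark the strand, trimmed the reads with Trimmomatic 0.40, aligned them to GRCm38 with STAR 2.7.11b, and counted reads per gene with HTSeq 2.0. The sources differ on whether the reads were single or paired, so a count is called a count here and not a number of fragments. The deposited tables hold raw counts per gene, with nuclear and mitochondrially encoded genes in separate tables. Deposited beside the counts are the authors' log2 fold changes and adjusted p-values from DESeq2, which were used here only to count the genes past an adjusted p of 0.05. The nuclear table has 31346 genes and those of mitochondrial genes hold 31 genes together. Each table of comparisons repeats the WT columns, and these copies were checked to be equal. The number of columns of values that could not be matched to a sample was 0, and 99.1% of the nuclear gene names were found in the annotation used for positions, GENCODE M21 on GRCm38. Nuclear counts totalled 56799680 to 86471014 per library, and mitochondrial counts made up 1.97% to 3.8% of all counts. Because the libraries are unstranded, reads of a gene and of an overlapping antisense gene cannot be told apart, and values of genes with near-identical pseudogenes, among them several oxidative phosphorylation and glycolysis genes, are uncertain because reads that map to several places are not assigned to 1 gene. No pair of libraries of the same group was a duplicate, since over 68 such pairs the chi-square per gene lay between 6.52 and 89.5.

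Each pair of groups was tested on its own with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, after the default expression filter and TMM normalisation, with Benjamini-Hochberg adjustment and an adjusted p threshold of 0.05. The pairs were rd10 vehicle against WT, rd10 TMB against WT, rd10 DR against WT, rd10 TMB against rd10 vehicle, and rd10 vehicle against rd10 DR. Fold changes are given with the standard error (SE) of their log2 value, and levels as CPM, which are counts scaled to a common library size, with the standard deviation (SD) between retinas. Mitochondrial genes with a mean count of at least 100 were tested alone, scaled to their own total. This minimum was set with the study's own mitochondrial gene list in view. In data drawn at the real means and library sizes with 50 genes changed at each size, the test of rd10 TMB against rd10 vehicle recovered 28% of changes of 1.25-fold, 72% of 1.5-fold and 92% of 2-fold, with 7 false calls among 20000 genes. For rd10 DR against WT it recovered 16%, 44% and 84%, with 5 false calls among 19622 genes. Genes were drawn independently of each other, so these rates leave out variation that the genes of a retina share.

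Before the data were examined, 25 gene lists were fixed. They cover rods, genes shared by photoreceptors, cones, bipolar, amacrine, horizontal and ganglion cells, resting Müller glia, glial stress, microglia and macrophages, complement, interferon and antigen presentation, catecholamine signalling, immediate early and cAMP-response genes, nuclear genes of oxidative phosphorylation, glycolysis, antioxidant defence, the circadian clock, cell death, pigment epithelium, lens, vessels, erythrocytes, cornea with iris and conjunctiva, and the study's own list of retinitis pigmentosa genes. Lists were tested with camera of limma 3.58.1 with a preset correlation of 0.01, and again with an estimated correlation and with fry. No list in any comparison was past the threshold with an estimated correlation, whereas fry called 9 to 22 of the 25 lists per comparison. With the preset correlation, as many lists came from 5 to 23 of 100 splits of the samples, or 4 of 35 for rd10 DR against WT. List results in the text therefore rest on the number of members past the threshold, first over all genes tested and then adjusted over the list alone, and, for rd10 TMB against rd10 vehicle, on 1 score per retina. Such numbers are to be read beside the share of all tested genes past the threshold. This share was 61.8%, 52.2%, 24.7%, 5.7% and 42.6% for the pairs in the order given above. A list score is the mean log2 CPM of the members, with a prior count of 2. A disease score was formed from 601 genes that were higher and 160 that were lower in rd10 DR than in WT retinas, with a log2 fold change of at least 1 in size after rounding to 3 decimals, as the mean of the former minus the mean of the latter. Its genes were chosen without the vehicle and TMB retinas. Scores were compared by exact two-sided permutation tests over all 12870 splits of the 16 retinas, and 7 list scores were adjusted together.

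The genes named were set by a rule fixed beforehand. It takes genes fixed by name, among them Pde6b, Opn1sw, Crx, Sst, Gfap, Maoa, Maob and Nrl, up to 3 members of each list with the smallest p, the 5 largest increases and 5 largest decreases among genes past the threshold with a mean of at least 10 CPM, and the mitochondrial genes tested. Predicted genes were left out of the largest changes. Not all genes the rule allows are named, and the choice among them was made after their values were seen. Some genes that the rule takes are not reported here. Pde6b, Opn1sw and Sst are given with their positions. Alternatives fixed beforehand were RLE scaling or none in place of TMM, DESeq2 1.42.0, other filters, sex or title prefix in the model, 1 fit over all 24 libraries, thinning to the smallest library, single title prefixes, and leaving out each library in turn. After the data were seen, a robust prior, a fit without TMB retinas 2, 3 and 4 and a fit without the RD9 females were added. Scores and figures were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.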

Results

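The transcriptome of 24 retinas was measured by RNA sequencing in 4 groups: wild-type (WT, n = 4), dark-reared rd10 (rd10 DR, n = 4), rd10 on base diet after the move to cyclic light (rd10 vehicle, n = 8) and rd10 on the diet with tamsulosin, metoprolol and bromocriptine (rd10 TMB, n = 8). Nuclear genes received between 56799680 and 86471014 counts per library. All fold changes are relative to the TMM scaling. Without it the median log2 fold change of all genes was 0.218 in place of 0.015 (rd10 vehicle against WT), 0.17 in place of 0.004 (rd10 TMB against WT) and 0.117 in place of 0.017 (rd10 vehicle against rd10 DR).

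The comparison of rd10 vehicle with WT retinas describes the degenerating retina without treatment. Rod genes were lower throughout. Pde6b (GRCm38 chromosome 5, 108388391 to 108432397), the gene mutated in rd10, fell from 3867 ± 272 CPM in WT (SD, n = 4) to 738 ± 289 CPM in rd10 vehicle retinas (n = 8), a 5.28-fold lower level (log2 fold change -2.40, SE 0.245, adjusted p = 1.12e-06), and Nrl, the transcription factor that sets rod fate, was 6.56-fold lower (adjusted p = 6.48e-07). Gnb1, a subunit of rod transducin, was 4.49-fold lower. All 24 members of the rod list fell, with a median log2 fold change of -2.30, as did all 20 genes shared by photoreceptors, with a median of -1.67. Among the latter, Crx, a homeobox factor of photoreceptors, was 2.97-fold and the retinal transporter Abca4 4.28-fold lower. As sets, both lists had adjusted p = 0.226 with an estimated correlation. Cone genes moved in both directions. Of 14 tested, 9 rose and 3 fell, among them the cone phosphodiesterase Pde6c, 1.72-fold higher, and the thyroid hormone receptor Thrb, 1.61-fold lower (adjusted p = 0.397 for the list with an estimated correlation). The S-opsin gene Opn1sw (chromosome 6, 29376671 to 29388468) was 1.37-fold lower (adjusted p = 0.0104), a call that ended without TMM (log2 fold change -0.25, adjusted p = 0.101) and with RD9 vehicle retinas alone (-0.17, adjusted p = 0.326).

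Markers of the inner retina were higher per count in rd10 vehicle than in WT retinas. Of the bipolar list, 19 of 20 genes rose and 1 fell. Isl1, found in bipolar, amacrine and ganglion cells, was 2.08-fold higher. Of amacrine genes 17 of 20 rose, including Pax6 at 1.5-fold, of ganglion cell genes 13 of 14, including Ebf3 at 1.58-fold, and of horizontal cell genes 5 of 8 with 1 lower, including Prox1 at 1.56-fold. Of resting Müller glia genes 16 of 18 rose and 2 fell, and the water channel gene Aqp4 was 2.03-fold and Crym 2.87-fold higher. With an estimated correlation the adjusted p = 0.169 held for the bipolar, amacrine and Müller glia lists, and adjusted p = 0.226 for the ganglion and horizontal cell lists. Vessel genes were higher in 12 of 13 cases, among them the endothelial receptor gene Kdr at 2.32-fold (adjusted p = 0.226 with an estimated correlation).

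Genes of glial stress, microglia and innate immunity rose the most. Of 22 glial stress genes 21 were higher, and all 22 when adjusted over the list alone, with a median log2 fold change of 2.76. Gfap, the intermediate filament of reactive glia, increased from 37.8 ± 5.66 to 275 ± 127 CPM, or 7.24-fold (adjusted p = 1.22e-06), and the growth factor Fgf2 3.89-fold. Of 27 microglia and macrophage genes 26 rose, with the lysosomal protease Ctss 5.87-fold (adjusted p = 9.49e-11) and C1qb 6.49-fold higher. Of 14 complement genes 13 rose, with C3 11.2-fold and C4b 15.1-fold higher (23.2-fold without WT retina 3), and of 28 interferon and antigen presentation genes 26 rose, with H2-D1 2.79-fold higher. The adjusted p = 0.226 was found for the glial stress and interferon lists and adjusted p = 0.169 for the microglia and complement lists with an estimated correlation. Of 21 cell death genes 15 rose and 3 fell (adjusted p = 0.226 with an estimated correlation), and Casp1, the inflammasome caspase, was 21-fold higher from a low level (0.0997 ± 0.0444 to 2.16 ± 0.578 CPM). Lif, a cytokine of the injured retina, was 65.5-fold higher on average, Flnc 28.5-fold and the cytokine signalling inhibitor Socs3 10.4-fold, and without vehicle retina 4, which held the highest values, the changes were 9.05-fold, 7.52-fold and 3.65-fold. Lif rose from a low level, 0.399 to 0.494 CPM in WT retinas.

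Metabolic genes were lower in part. Of 75 nuclear genes of oxidative phosphorylation 47 fell and none rose, with a median log2 fold change of -0.19 that turned to 0.02 without TMM, where 18 fell and 11 rose (adjusted p = 0.315 with an estimated correlation). Of 20 glycolysis genes 13 fell and 3 rose, including Pfkfb2 at 4.07-fold and Pkm at 1.57-fold lower (adjusted p = 0.386 with an estimated correlation). Antioxidant genes rose in 16 of 27 cases and fell in 1, with Prdx6 2.44-fold higher (adjusted p = 0.397 with an estimated correlation). Among 21 catecholamine genes 10 rose and 2 fell (adjusted p = 0.226 with an estimated correlation). Of all tested genes 61.8% passed the threshold in this comparison. Catecholamine and immediate early genes did not exceed that share, and antioxidant and oxidative phosphorylation genes were near it. The dopamine receptor gene Drd4, expressed in photoreceptors, was 2.85-fold lower, whereas Drd2 was 1.78-fold and the noradrenaline transporter gene Slc6a2 9.04-fold higher. The paper describes Slc6a2 expression in the retina as low or absent. The catecholamine-degrading enzymes Maoa and Maob were 1.32-fold and 1.8-fold higher, although Maob lost its call with RD9 vehicle retinas alone (adjusted p = 0.0673). The largest decreases included Glb1l3, 20.1-fold, and the histamine-forming enzyme Hdc, 19.2-fold. Of 20 circadian genes 9 were higher and 5 lower, and of 25 immediate early genes 7 and 4 (adjusted p = 0.693 and 0.804 with an estimated correlation). Without TMM these counts were 13 and 3 and 13 and 2, and those of catecholamine genes 16 and 1, of glycolysis genes 6 and 11, of cone genes 11 and 1 and of cell death genes 16 and 1. The somatostatin gene Sst was 1.73-fold higher (adjusted p = 0.000765). Of pigment epithelium genes 2 of 11 rose, including Ttr at 3.47-fold, of cornea, iris and conjunctiva genes 2 of 5 (1 of 5 adjusted over the list alone), and 0 of 2 lens and 0 of 5 erythrocyte genes passed the threshold by edgeR (0 at an unadjusted p under 0.05 and 0 by DESeq2 in both). The study's retinitis pigmentosa list, whose selection is not given in the sources used here, had 119 of 194 genes lower and 33 higher, or 34 higher adjusted over the list alone and 95 lower and 55 higher without TMM (adjusted p = 0.226 with an estimated correlation). In all, 6563 genes were higher and 6275 lower of 20763 tested. Without TMM the calls were 72.3% higher in place of 51.1%.

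Dark-reared rd10 retinas were compared with WT retinas to describe an early stage, in animals that also differ in age and lighting. Pde6b was 1.73-fold lower (3867 ± 272 against 2221 ± 50.6 CPM, SD, n = 4 each, adjusted p = 3.51e-06) and Nrl 1.91-fold lower. All 24 rod genes fell, with a median log2 fold change of -0.75, as well as 15 of 20 shared photoreceptor genes, or 17 adjusted over the list alone. Fscn2 and Guca1b, genes of the outer segment and of its calcium feedback, were 2.23-fold and 2.04-fold lower, and Crx 1.37-fold lower. The adjusted p = 0.117 held for the rod and adjusted p = 0.16 for the shared list with an estimated correlation. Cone genes rose in 6 of 14 cases (8 adjusted over the list alone) and fell in 1, and Gnb3 was 2.03-fold higher (adjusted p = 0.371 with an estimated correlation), while Opn1sw had a log2 fold change of 0.27 (adjusted p = 0.0937) that passed the threshold without DR retina 1 (0.39, adjusted p = 0.0018) and without TMM.

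Glial and immune genes were already high in rd10 DR retinas. Of 22 glial stress genes 21 rose, or 22 adjusted over the list alone (adjusted p = 0.117 with an estimated correlation), with Gfap 5.48-fold, Fgf2 6.41-fold, the endothelin gene Edn2 8.8-fold and Bcl3 19-fold higher. Bcl3 rose from a low level, 0.607 to 0.855 CPM in WT retinas. Microglia and macrophage genes rose in 24 of 26 cases (25 adjusted over the list alone), with Ctss 4.25-fold higher, complement genes in 12 of 14, with C3 5.58-fold and C4b 8.43-fold higher (13-fold without WT retina 3), and interferon genes in 24 of 28 (26), with H2-D1 2.62-fold higher. With an estimated correlation the adjusted p = 0.117, 0.16 and 0.262 in that order. Cell death genes rose in 11 of 20 cases (16 adjusted over the list alone) and fell in 1, with Casp1 12.2-fold higher, and vessel genes rose in 10 of 13 (12), with Kdr 1.82-fold higher (adjusted p = 0.16 with an estimated correlation for both). Immediate early genes rose in 11 of 25 cases and fell in 1, or 13 and 2 adjusted over the list alone (adjusted p = 0.224 with an estimated correlation), with Fos 2.76-fold and Junb 2.64-fold higher, the former not past the threshold in 1 fit over all groups (adjusted p = 0.0645). All 5 erythrocyte genes rose, with Hba-a1 3.07-fold higher, and 3 of 11 pigment epithelium genes fell, with Rpe65 3.19-fold and Rgr 2.85-fold lower (adjusted p = 0.265 and 0.543 with an estimated correlation). Slc6a2, low or absent in the retina by the paper's account, was 6.41-fold higher. Maoa (log2 fold change 0.23, adjusted p = 0.12, but 0.0199 without WT retina 3), Maob (0.03, adjusted p = 0.946) and Sst (0.08, adjusted p = 0.759) did not pass the threshold. Lad1 and Tnnt2 were 14-fold and 11.5-fold higher, and Glb1l3 and Hdc 6.0-fold and 5.09-fold lower. Isl1 was 1.5-fold and Crym 2.6-fold higher, within the bipolar list (12 of 20 higher and 1 lower, 14 higher adjusted over the list alone) and the Müller glia list (9 of 18 higher and 2 lower). Oxidative phosphorylation genes fell in 16 of 75 cases (15 adjusted over the list alone, and 7 without TMM), including Ndufa10 at 1.24-fold. With an estimated correlation these 3 lists had adjusted p = 0.117, 0.265 and 0.342. In all, 2914 genes were higher and 2041 lower of 20051 tested, and without TMM 78.9% of the calls were higher in place of 58.8%.

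Between rd10 DR and rd10 vehicle retinas, age and light exposure differ together. The rod list fell further in all 24 genes, with a median log2 fold change of -1.59 and Pde6b 3.03-fold, Nrl 3.4-fold and Rp1 3.65-fold lower, and all 20 shared photoreceptor genes fell, with Crx 2.15-fold lower (adjusted p = 0.229 and 0.219 with an estimated correlation). Of 14 cone genes 6 rose and 3 fell (adjusted p = 0.681 with an estimated correlation), and Opn1sw was 1.64-fold lower while the cone arrestin gene Arr3 and Pde6c were 1.46-fold and 1.35-fold higher. Amacrine genes rose in 18 of 20 cases (19 adjusted over the list alone), with Pax6 1.37-fold, Cartpt 1.52-fold and Sst 1.65-fold higher, and bipolar genes in 18 of 20 (19) with 1 lower, Lrit3 at 1.84-fold (adjusted p = 0.116 and 0.12 with an estimated correlation). Müller glia genes rose in 16 of 18 cases, with Apoe 1.61-fold and Clu 1.68-fold higher (adjusted p = 0.116 with an estimated correlation). Of 22 glial stress genes 8 rose, including A2m and Serpina3n, 2.14-fold and 2.13-fold, and 1 fell, which was Fgf2 at 1.63-fold, while Gfap did not pass the threshold (1.33-fold, adjusted p = 0.199). Microglia genes rose in 20 of 28 cases (23 adjusted over the list alone), with C1qb 1.45-fold and Tmem119 1.67-fold higher (adjusted p = 0.219 with an estimated correlation). The class II gene H2-Ab1 was 2.34-fold higher and the interferon regulator Irf7 1.81-fold lower.

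Other genes also differed between these groups. Of 21 catecholamine genes 14 rose and 2 fell, of which Drd4 was 3.22-fold lower, and of 25 immediate early genes 5 rose and 7 fell, with Egr4 4.6-fold lower (adjusted p = 0.116 and 0.793 with an estimated correlation). Without TMM 7 immediate early genes rose and 6 fell. Egr4 was at a low level, 1.51 to 3.63 CPM in rd10 DR and 0.286 to 0.776 CPM in rd10 vehicle retinas. Pfkfb2 was 2.27-fold lower among 12 of 20 glycolysis genes that fell, and Gpx3 and Prdx6 were 3.05-fold and 1.75-fold higher among 13 of 27 antioxidant genes that rose (adjusted p = 0.301 and 0.219 with an estimated correlation). Without TMM 19 antioxidant genes rose and 1 fell. Pigment epithelium genes rose in 8 of 11 cases, with Ttr 4.7-fold, Rpe65 4.17-fold and Rgr 3.15-fold higher, and all 5 erythrocyte genes fell, with Hbb-bs 3.34-fold lower (adjusted p = 0.299 and 0.219 with an estimated correlation). Lad1, Tnnt2 and Glp2r were 3.71-fold, 3.83-fold and 3.87-fold lower and Thbs1 3.4-fold higher. In all, 4572 genes were higher and 4301 lower of 20850 tested, and without TMM 69.5% of the calls were higher in place of 51.5%.

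The rd10 TMB retinas were compared with WT retinas in the same way. Pde6b was 2.87-fold lower (1360 ± 362 CPM, SD, n = 8, adjusted p = 3e-06), Nrl 3.75-fold and Crx 2.17-fold lower. All 24 rod and all 20 shared photoreceptor genes fell (adjusted p = 0.171 with an estimated correlation for both). Opn1sw had a log2 fold change of 0.09 (adjusted p = 0.503) that passed the threshold with RD9 TMB retinas alone (0.29, adjusted p = 0.0431), Gnb3 was 1.96-fold higher and Thrb 1.36-fold lower. Isl1 was 1.9-fold and the acetylcholine-forming enzyme gene Chat 1.42-fold higher, and Crym 2.57-fold higher. All 22 glial stress genes rose, with Gfap 5.19-fold, Osmr 5.92-fold and Edn2 9.44-fold higher, as did 26 of 27 microglia genes, with Ctss 5.97-fold higher, and 12 of 14 complement genes (13 adjusted over the list alone), with C3 9.23-fold and C4b 13.2-fold higher, the latter 20.4-fold without WT retina 3 (adjusted p = 0.0738 with an estimated correlation for each list). H2-D1 was 2.84-fold and Casp1 17.1-fold higher. Slc6a2, low or absent in the retina by the paper's account, was 10.7-fold higher and Drd4 2.07-fold lower. Slc16a1, a lactate transporter gene, was 1.76-fold, Glb1l3 10.2-fold and Hdc 9.19-fold lower, the log2 fold change of Hdc being -3.20, and -2.56 with RD9 TMB retinas alone. Sst was 1.36-fold lower (adjusted p = 0.0287), a call that ended without WT retina 1 or 3 (adjusted p = 0.0771 and 0.0769), without TMM (0.147), with RD9 TMB retinas alone (0.162) and without TMB retinas 2, 3 and 4 (0.0581). Lif and Egr3 were 45.6-fold and 17.4-fold higher with large spread, and their log2 fold changes of 5.51 and 4.12 became 3.16 and 1.84 without the RD9 females and 4.52 and 3.06 without TMB retina 2 alone. Ttr was 6.24-fold higher, and its log2 fold change of 2.64 became 1.70 without TMB retinas 2, 3 and 4.

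In all, 5678 genes were higher and 5201 lower in rd10 TMB than in WT retinas, of 20848 tested, and without TMM 74.8% of the calls were higher in place of 52.2%. In rd10 vehicle and in rd10 TMB retinas alike, 5407 genes were higher and 4996 lower than in WT retinas. A further 1156 and 1279 were called in rd10 vehicle without the same call in rd10 TMB retinas, and 271 and 205 in rd10 TMB without the same call in rd10 vehicle retinas. These counts include genes tested in 1 of the comparisons alone and Sst, which was called in opposite directions, and they do not by themselves show a difference between diets. Independent lists of these sizes would share 1787 and 1584 genes. Unchanged groups simulated against the same WT retinas shared 0. Groups without change can hardly share calls, so this does not measure the effect of shared controls. With the WT retinas split between the comparisons, 3573 to 3947 genes were higher and 2944 to 3570 lower in both. The covariance of the log2 fold changes across genes was 0.508, against 0.0224 from shared controls alone. Their correlation was 0.959, against 0.67 from shared controls alone.

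The direct comparison of rd10 TMB with rd10 vehicle retinas addresses the effect of the drug diet. Rod genes were higher under the drug diet. Pde6b was 1.84-fold higher (738 ± 289 against 1360 ± 362 CPM, SD, n = 8 each, log2 fold change 0.88, SE 0.22, adjusted p = 0.0302), Nrl 1.75-fold (adjusted p = 0.0427), Gnat1 1.83-fold, Guca1b 1.82-fold and the nuclear receptor gene Esrrb 1.96-fold (adjusted p = 0.0258). Of 24 rod genes 22 rose, and 24 adjusted over the list alone, and of 20 shared photoreceptor genes 14 and 20, with Crx 1.37-fold higher (adjusted p = 0.0245). The calls rested on small margins, and that of Pde6b ended without vehicle retina 1, 4, 5 or 8 or TMB retina 4, 5 or 6 (adjusted p up to 0.0655). Of the 16 fits that left out 1 library, the call of Nrl and of Guca1b ended in 11, of Gnat1 in 10, of Esrrb and Opn1sw in 4, of Crx in 3 and of Thrb in 2. With title prefix in the model the calls of Nrl and Guca1b ended (adjusted p = 0.0664 and 0.0512). As sets, both had adjusted p = 0.209 with an estimated correlation. Of 14 cone genes 2 rose, Opn1sw at 1.46-fold (adjusted p = 0.0258) and Thrb at 1.18-fold, and with the list alone or without TMM 1 gene was lower. By score, the mean log2 CPM of rod genes was 0.80 higher in rd10 TMB retinas (exact permutation p = 0.00311, adjusted p = 0.0109) and that of shared genes 0.56 higher (0.0028, adjusted p = 0.0109). Within title prefix RD9 the rod difference was 0.88 (exact p = 0.2, with 0.1 the smallest possible) and within RD10 0.73 (exact p = 0.0476). Without the RD9 females both scores missed the threshold (0.72 and 0.51, adjusted p = 0.0673 for each). The cone score differed by 0.07 (exact p = 0.08, adjusted p = 0.14), but passed without TMB retinas 2, 3 and 4 (0.11, adjusted p = 0.029). The disease score, built from DR and WT retinas only, was 2.44 ± 0.24 in rd10 vehicle and 1.90 ± 0.24 in rd10 TMB retinas (SD, n = 8 each, difference -0.53, exact permutation p = 0.00109), against -1.36 ± 0.37 in WT and 1.79 ± 0.18 in rd10 DR retinas. The difference was -0.74 within RD9 (exact p = 0.1, the smallest possible) and -0.40 within RD10 (exact p = 0.0238).

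**Figure D1:**
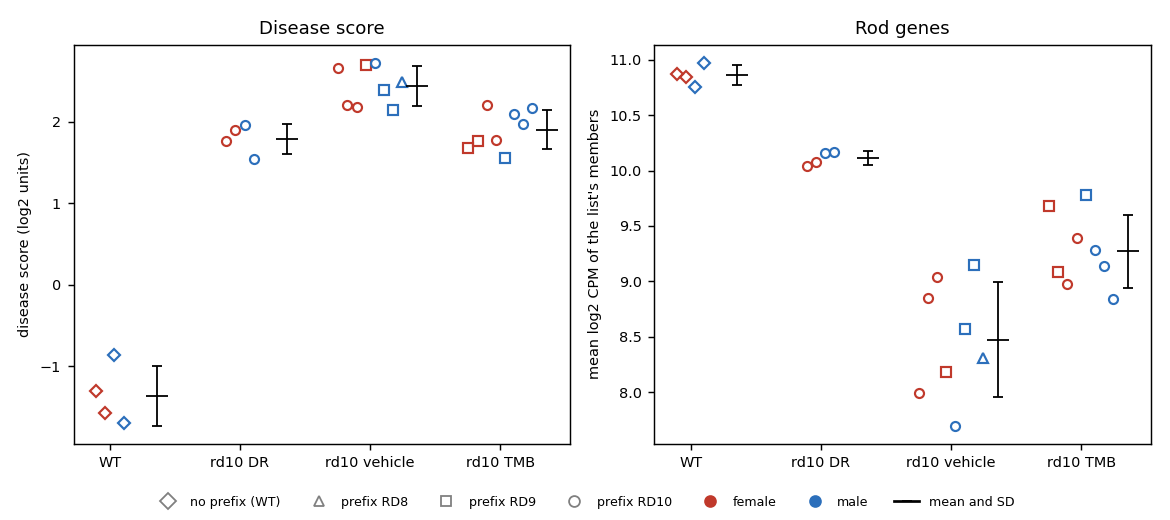
Disease score and rod gene score (vertical axes, log2 units) by group (horizontal axes), where each point is a retina, its shape the title prefix, its colour the sex, and the bar the mean with SD. The disease score of rd10 vehicle retinas lay between 2.14 and 2.72 and that of rd10 TMB retinas between 1.55 and 2.21.

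In the lists of inner retinal neurons, Müller glia and vessels, the genes past the threshold were lower in rd10 TMB retinas apart from Lrit3. It is a member of the bipolar list and was named after its values were seen. Sst (chromosome 16, 23889573 to 23890958), a peptide of amacrine cells, was 2.36-fold lower in rd10 TMB retinas (5.45 ± 1.16 against 2.31 ± 0.49 CPM, log2 fold change -1.24, SE 0.15, adjusted p = 0.0016). All 8 rd10 TMB retinas lay below all 8 rd10 vehicle retinas. Of 20 bipolar genes 7 fell and Lrit3 rose (log2 fold change 0.32, adjusted p = 0.0394), with Pcp2 1.14-fold and Cabp5 1.17-fold lower, and 15 fell adjusted over the list alone. Of 20 amacrine genes 5 fell, or 11 adjusted over the list alone, including Pax6 and Chat, 1.12-fold and 1.11-fold. Of 14 ganglion cell genes 0 passed the threshold by edgeR (10 lower at an unadjusted p under 0.05, 3 lower by DESeq2 and 9 lower adjusted over the list alone), Ebf3 being 1.13-fold lower (adjusted p = 0.051, and 0.0251 at the lowest over 31 alternatives, of which 22 did not pass). Of 8 horizontal cell genes 0 passed by edgeR (3 lower and 1 higher at an unadjusted p under 0.05 and adjusted over the list alone, and 2 lower and 1 higher by DESeq2), and 1 of 18 Müller glia genes fell, Aqp4 at 1.2-fold. Of 13 vessel genes 4 fell (6 adjusted over the list alone), among them Esam and Flt1, each 1.16-fold, and Cldn5, 1.27-fold. Of the 16 fits that left out 1 library, the call of Cldn5 ended in 13, of Flt1 and Aqp4 in 12, of Chat in 10, of Esam in 8, of Pax6 in 6, of Cabp5 in 4 and of Pcp2 in 3, and that of Lrit3 in 12. Without TMM 12 bipolar, 9 amacrine, 6 ganglion cell and 2 horizontal cell genes were lower. With an estimated correlation the adjusted p = 0.209 for the bipolar, amacrine and Müller glia lists, 0.228 for the ganglion cell and vessel lists and 0.243 for the horizontal cell list.

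With all 16 retinas and no covariate, glial stress and immune genes did not pass the threshold by edgeR with TMM, whereas 1 glial stress and 1 microglia gene were lower without TMM and DESeq2 called a few. Of 22 glial stress genes 0 passed by edgeR (3 lower at an unadjusted p under 0.05) and 2 by DESeq2, Socs3 and Cebpd, both higher there and named after their values were seen (edgeR log2 fold changes -1.0 and -0.05, adjusted p = 0.338 and 0.948). These values rested on vehicle retina 4, where Socs3 stood at 247 CPM against 12.2 to 19 in the other vehicle retinas, and without it the edgeR log2 fold changes were 0.51 and 0.45 (adjusted p = 0.0459 and 0.0663). Of 27 microglia genes 0 passed by edgeR (4 lower at an unadjusted p under 0.05, 1 lower by DESeq2), of 14 complement genes 0 (3 lower, and 0 by DESeq2) and of 28 interferon genes 0 (4 lower and 1 higher, and 1 lower by DESeq2). The counts adjusted over each list alone were also 0. Gfap was 1.4-fold lower (adjusted p = 0.118), Mt3 1.17-fold (0.0945, and 0.0438 without TMM), Fcrls 1.3-fold (0.0638), Cfi 1.1-fold (0.169) and Cd74 1.45-fold lower (0.0978). Of these, Fcrls was past the threshold by DESeq2 (adjusted p = 0.0203), without TMM (0.0468), without TMB retina 3 (0.0375) and with title prefix in the model, alone or with sex (0.0327 and 0.0366), and over the 31 alternatives its adjusted p ranged from 0.0203 to 0.49, while that of Gfap ranged from 0.0789 to 0.685. The glial stress score differed by -0.01 (exact p = 0.987), the microglia score by -0.09 (exact p = 0.53), the complement score by -0.13 (exact p = 0.0584, adjusted p = 0.136) and the oxidative phosphorylation score by 0.01 (exact p = 0.639, adjusted p = 0.745), the last turning to -0.02 without TMM. Within title prefixes RD9 and RD10 these scores differed by -0.32 and 0.15 for glial stress (exact p = 0.9 and 0.143), -0.39 and 0.09 for microglia (0.2 and 0.476), -0.25 and -0.04 for complement (0.1 and 0.563) and 0.07 and -0.02 for oxidative phosphorylation (0.2 and 0.611), with 0.1 the smallest possible p in RD9. Without the RD9 females the glial stress score differed by 0.12 and the microglia score by 0.02 (exact p = 0.159 and 0.804). Of these, vehicle retina 4 had a glial stress score of 6.81, against 4.93 to 5.34 in the other vehicle retinas. Gfap stood at 580 CPM in it, against 166 to 276 in the others. Without TMB retinas 2, 3 and 4 the complement score differed by -0.16 (adjusted p = 0.034). Of 25 immediate early genes 3 rose, Egr4 at 2.46-fold, Npas4 at 1.61-fold and Ppargc1a at 1.17-fold, with 4 adjusted over the list alone (adjusted p = 0.622 for the list with an estimated correlation). Egr4 rose from a low level, 0.286 to 0.776 CPM in rd10 vehicle retinas. Pfkfb2 and Slc16a1 were 1.48-fold and 1.22-fold higher, the 2 of 20 glycolysis genes that passed (5 higher and 2 lower adjusted over the list alone, 2 and 2 without TMM, adjusted p = 0.622 with an estimated correlation). Cox6c, whose reads can be shared with pseudogenes, did not pass (1.1-fold, adjusted p = 0.127), and of 75 oxidative phosphorylation genes 0 did by edgeR (4 higher at an unadjusted p under 0.05, and 0 by DESeq2). Of 21 cell death genes 0 passed by edgeR (2 higher and 1 lower at an unadjusted p under 0.05, and 1 lower by DESeq2). Drd4 was 1.38-fold higher, and Maoa (adjusted p = 0.386) and Maob (adjusted p = 0.608) did not pass. Prdx6 fell by 0.32 on the log2 scale, Tcirg1 was 1.37-fold and Egfr 1.3-fold lower, and Pitpnm3 and Cc2d2a, both of the study's list, 1.55-fold and 1.22-fold higher. With 1 of the 16 libraries left out, the calls of Ppargc1a and Slc16a1 ended in 10 fits, of Drd4 and Egfr in 8, of Pfkfb2 in 7, of Npas4 and Prdx6 in 3 and of Egr4, Tcirg1, Pitpnm3 and Cc2d2a in 2. Of that list 62 of 193 genes rose and 3 fell, or 89 and 14 adjusted over the list alone and 66 and 8 without TMM (adjusted p = 0.209 with an estimated correlation).

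In all, 683 genes were higher and 469 lower of 20251 tested, most by less than 2-fold (21 higher and 6 lower by at least that). Without TMM 38.7% of the calls were higher in place of 59.3%. The number of calls rested on single libraries, and it was 2 without vehicle retina 1, 3 without vehicle retina 5, 446, 575 and 372 without vehicle retinas 4, 6 and 8, and 634, 220, 119, 404 and 652 without TMB retinas 2, 4, 5, 6 and 7. With RD9 retinas alone it was 0 by edgeR (3065 genes at an unadjusted p under 0.05, and 743 by DESeq2), and with RD10 retinas alone 12. Sst kept its call in each fit that left out 1 library, with adjusted p up to 0.00627, and lost it only with RD9 retinas alone (adjusted p = 0.134). TMB retinas 2, 3 and 4 held more pigment epithelium RNA, with scores of 5.02, 5.83 and 5.39 on the log2 scale, and Rpe65 and Rgr, 2.58-fold and 2.5-fold higher in rd10 TMB retinas (adjusted p = 0.0753 and 0.0621, with 0.0388 to 0.905 and 0.0344 to 0.947 over the alternatives), had no such difference without them (log2 fold change of Rpe65 -0.06). Of 11 pigment epithelium genes 0 passed by edgeR (5 higher at an unadjusted p under 0.05 and adjusted over the list alone, and 2 by DESeq2), and of 5 erythrocyte and 2 lens genes 0 did (5 and 2 higher at an unadjusted p under 0.05 and adjusted over the list alone, and 0 by DESeq2). The lens values rested on TMB retina 4, where Crygb stood at 1730 CPM against 0.652 to 140 CPM in the other TMB retinas, and without it 0 lens genes had an unadjusted p under 0.05 and their median log2 fold change was 0.26. The number of genes whose response to the diet differed between females and males was 0 by edgeR (827 genes at an unadjusted p under 0.05, and 2 genes by DESeq2).

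**Figure D2:**
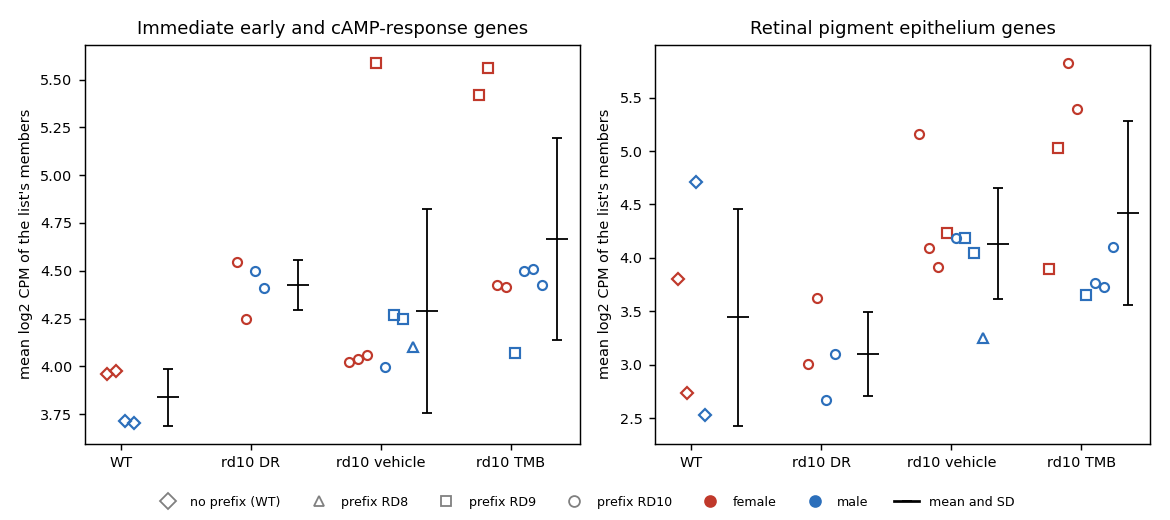
Immediate early and pigment epithelium gene scores (vertical axes, mean log2 CPM) by group (horizontal axes), where each point is a retina, its shape the title prefix, its colour the sex, and the bar the mean with SD. In 3 retinas the immediate early score lay between 5.42 and 5.59, and in the other 13 rd10 vehicle and rd10 TMB retinas between 4.0 and 4.51.

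Mitochondrially encoded genes changed little relative to each other. The set tested is partial. Over all 24 libraries mt-Atp6, mt-Co2 and mt-Co3 had 7, 14 and 466 counts, against 15889033 for mt-Co1, and the cause was not tested. In rd10 vehicle against WT retinas 2 of 11 genes rose and 4 fell, with mt-Cytb 0.827-fold (adjusted p = 3.17e-05) and mt-Rnr1 1.34-fold. In rd10 TMB against WT retinas 3 rose and 4 fell, in rd10 DR against WT 2 of 10 rose and 1 fell, and in rd10 vehicle against rd10 DR 4 rose and 4 fell. Between the diets mt-Rnr2 alone passed the threshold, at 0.904-fold in rd10 TMB retinas (adjusted p = 0.0485). That call ended by DESeq2 and without vehicle retina 1, 2, 3, 5 or 6 or TMB retina 1 to 6, and the count was 2 without vehicle retina 8 and 3 without TMB retina 7. The count for rd10 TMB against WT was 4 without WT retina 1 or 3 or TMB retina 8 and 2 without WT retina 2 or 4, and that for rd10 DR against WT was 1 without WT retina 1 and 0 without WT retina 2, 3 or 4 or DR retina 1. Scaled to nuclear counts in place of their own total, 1, 1 and 8 mitochondrial genes passed for rd10 vehicle, rd10 TMB and rd10 DR against WT.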

Values the study reported

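The study sequenced 8 retinas per diet, 4 WT retinas and 4 dark-reared rd10 retinas. It reported 1038 genes with higher and 1203 genes with lower expression in vehicle-fed rd10 than in WT retinas. For TMB-fed rd10 against WT retinas it gave 114 and 55 genes.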

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

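The search for outlying libraries, the diet by title prefix term and the permutation of the rod score within title prefixes were planned, and the test without TMB retinas 2, 3 and 4, the tests of Sst, the comparison of immediate early with pigment epithelium scores and the other splits behind the prefix term were chosen after the results had been seen. Of 277 groups of values, 23 held a library far from the rest of its group, and 12 of the 23 were in vehicle retina 4. A rate of about 1 in 20 by chance would hold for independent values that were not selected. It does not apply here, since the genes searched were chosen after their values were seen and some also enter the list scores. In that retina Lif was at 210 CPM (3.04 to 4.86 in the other vehicle retinas), Flnc at 407 (15.2 to 19.5), Socs3 at 247 (12.2 to 19), Gfap at 580 (166 to 276), A2m at 326 (147 to 215), Serpina3n at 300 (137 to 184), C3 at 83.0 (21.3 to 48.8), C4b at 391 (205 to 267) and Clu at 2180 (1750 to 1940). Its list scores were 6.81 for glial stress (4.93 to 5.34), 3.42 for microglia (2.61 to 2.79) and 4.04 for complement (3.56 to 3.75).

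The other 11 were spread over the groups. Among WT retinas, Bcl3 was high at 0.855 CPM and Ebf3 at 57 CPM in WT retina 1, Abca4 low at 2200 CPM in WT retina 3 and Glb1l3 high at 23.5 CPM in WT retina 4. The shared photoreceptor score was low at 9.36 in DR retina 2. Among rd10 vehicle retinas, Esam was high at 29.9 CPM in retina 1, Hbb-bs at 20.4 CPM in retina 6 and Opn1sw at 555 CPM in retina 7. Among rd10 TMB retinas, Egr3 was high at 114 CPM in retina 2, the complement score high at 3.85 in retina 3 and Pitpnm3 low at 206 CPM in retina 8. The diet by title prefix term of Xbp1, a transcription factor of the unfolded protein response, was 0.855 on the log2 scale (adjusted p = 0.00198). Xbp1 stood at 106 ± 2.37 CPM in vehicle (SD, n = 3) and 136 ± 9.36 in TMB retinas (n = 3) of RD9, and at 113 ± 5.09 (n = 4) and 79.8 ± 6.88 (n = 5) of RD10. It was the 1 gene past the threshold, and chance was not excluded, since other splits gave up to 27 genes and 9 of 100 gave at least 1.

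The first pattern weighed is the higher level of rod genes in rd10 TMB than in rd10 vehicle retinas. Title prefixes shared unequally between the diets do not account for it, since the exact permutation within prefixes gave p = 0.00397, nor does tissue from pigment epithelium or lens in TMB retinas 2, 3 and 4, without which the rod score differed by 0.87. A dilution of the RNA of other cell types by more rod RNA was not decided and stays open. An effect of the drug diet on rod survival or on rod transcription stays open as a hypothesis.

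The second pattern is the lower Sst in rd10 TMB retinas. Its log2 fold change of -1.24 is far below the next lowest amacrine gene at -0.17, which argues against dilution, and the exact permutation within prefixes gave p = 0.000397, which argues against the title prefixes. The lowest vehicle value was 3.55 CPM and the highest TMB value 3.02 CPM (exact permutation p = 0.000155 over 12870 splits). A response of somatostatin amacrine cells to the drug diet may explain this, as a hypothesis found and tested on the same retinas.

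The third pattern is the high immediate early score of vehicle retina 4 and TMB retinas 1 and 2, between 5.42 and 5.59 against 4.0 to 4.51 in the other 13 retinas of these diets. Tissue from pigment epithelium as the whole cause is argued against, since TMB retinas 3 and 4 held more of it than each of the 3, by score and by Rpe65, and their immediate early scores reached 4.42. TMB retina 2 was high in both, and vehicle retina 4 and TMB retina 1 had pigment epithelium scores of 4.24 and 3.89 against a median of 4.09 in the other 13. Vehicle retina 4 received no drug and the other 6 TMB retinas lay between 4.07 and 4.51, so the drug diet alone does not account for all 3. The 3 retinas are the females of title prefix RD9, a match seen after the scores, and an effect of the diet on TMB retinas 1 and 2 alone, a shared collection or handling and other properties of these animals were not tested and stay open.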

How the results depend on the processing

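The robust prior, the fit without TMB retinas 2, 3 and 4, the fit without the RD9 females and the tests on other splits of the samples were chosen after seeing the data. No paired analysis was possible because the replicate numbers were given in accession order and tie no samples together, and the litters were not used here. With title prefix in the model the 1152 genes between the diets became 839, and 949 with sex as well. The calls of Aqp4, Slc16a1 and Flt1 ended with the prefix alone in the model (adjusted p = 0.0593, 0.0611 and 0.0513), those of Nrl and Guca1b in both fits (up to 0.0744 and 0.0521), and Fcrls passed in both (0.0327 and 0.0366). Over all alternatives the log2 fold changes ranged from -0.326 to -0.182 (Aqp4), 0.237 to 0.335 (Slc16a1) and -0.266 to -0.147 (Flt1). Those of Nrl and Guca1b ranged from 0.662 to 0.932 and from 0.653 to 1.034. Of the genes followed through the alternatives, 36 of 38 were past the threshold in each for rd10 vehicle against WT, 24 of 25 for rd10 TMB against WT, 28 of 29 for rd10 DR against WT and 33 of 33 for rd10 vehicle against rd10 DR. For rd10 TMB against rd10 vehicle the fit with RD9 retinas alone called 0 genes of any kind, so that none could pass in each. There, of 1209 pairs of a gene and an alternative 882 kept their side of the threshold, 306 lost the call and 20 gained it, and Pde6b, 1.84-fold higher with all retinas, was 1.67-fold higher without the RD9 females (adjusted p = 0.122). None of these genes changed direction while past the threshold. The disease score difference kept its direction, with exact p from 0.000622 to 0.00874 outside the tests within 1 title prefix, which gave exact p = 0.1 (RD9, the smallest possible) and 0.0238 (RD10).

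For rd10 TMB against rd10 vehicle, the 1152 genes became 1870 by DESeq2, 680 with no filter, 0 with RD9 and 12 with RD10 retinas alone, 3 without TMB retinas 2, 3 and 4, 3 without the RD9 females, and 2 to 1676 when 1 library was left out. The fits on fewer retinas have less power, and otherwise the cause was not tested. Rd10 TMB against WT gave 7201 genes with RD9 retinas alone. Mitochondrial genes past the threshold, when scaled to nuclear counts, were 1 (rd10 vehicle), 1 (rd10 TMB) and 8 (rd10 DR) against WT, and 0 by DESeq2 between the diets. Leaving out 1 library gave 5 to 7, 2 to 8 and 0 to 4 in these comparisons with WT, 0 to 3 between the diets and 6 to 9 for rd10 vehicle against rd10 DR. With an estimated correlation 0 lists passed in each of the 5 comparisons, against 18, 20, 17, 11 and 15 with the preset one. By fry 22, 21, 21, 9 and 18 passed in the same order, but fry was not run on the other splits. Genes with a diet by sex term were 2 by DESeq2, and genes with a diet by title prefix term 4 with sex in the model and 40 by DESeq2.

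Among scores, oxidative phosphorylation differed by -0.025 without TMM. Without TMB retinas 2, 3 and 4 the cone score differed by 0.107 and complement by -0.157, both then past the threshold. Without the RD9 females the rod score differed by 0.72 and the shared photoreceptor score by 0.509, both no longer past it, glial stress by 0.117, microglia by 0.023 and oxidative phosphorylation by -0.001. With the WT retinas split, the fewest shared genes were 3573 higher and 2944 lower. The cause of these changes was not tested.

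The real groups gave more genes than any other split drawn. Against WT this held for rd10 vehicle (12838, highest other split 4741), rd10 TMB (10879, 3387) and rd10 DR (4955, 0). It also held between the diets (1152, 900) and for rd10 vehicle against rd10 DR (8873, 6). Each was 1 of 100 splits or, for rd10 DR against WT, 1 of 35. This argues against chance but does not exclude it, as these checks were not adjusted together. The gene lists did not stand out in this way. As many lists came from 17 and 5 of 100 splits for rd10 vehicle and rd10 TMB against WT (18 and 20, highest others 20 and 21). The same held for 23 and 21 of 100 between the diets and for rd10 vehicle against rd10 DR (11 and 15, highest others 18 and 19). For rd10 DR against WT it held for 4 of 35 (17, highest other 17). For mitochondrial genes the real count was rarely reached for rd10 vehicle (6, highest other 5), rd10 TMB (7, 7, reached by 2 of 100 splits) and rd10 DR (3, 0) against WT. The same held for rd10 vehicle against rd10 DR (8, 3), but not between the diets (1, 3, reached by 6 of 100). For the sex term chance was not excluded (0, highest other 6, with 100 of 100 splits as large). The sign of a list's median and the direction of camera with the preset correlation differed for lens genes in rd10 TMB against rd10 vehicle (median 3.37, direction down) and against WT (2.34, down), where without TMB retina 4, with 1730 CPM of Crygb, the medians were 0.26 and -0.78, for cornea, iris and conjunctiva genes (0.02, down) between the diets and for immediate early genes in rd10 vehicle against rd10 DR (0.04, down), and for oxidative phosphorylation between the diets the median was -0.003 and the mean 0.012.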

Other observations

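Beside Xbp1, 3 genes chosen after their values were seen, Hspa5, Manf and Calr, had levels in opposite order between the diets in the prefixes RD9 and RD10. Their diet by title prefix terms did not pass the threshold (adjusted p = 0.104, 0.0516 and 0.0516), and no list of such genes was tested. The chaperone gene Hspa5 was at 397 CPM in vehicle and 528 CPM in TMB retinas of RD9 (n = 3 each), and at 449 (n = 4) and 307 CPM (n = 5) of RD10. Manf was at 38.8, 49.7, 43.8 and 31.3 CPM and Calr at 347, 454, 343 and 287 CPM in the same order.

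The authors' deposited table holds 6417 genes that were higher and 6336 that were lower in rd10 vehicle than in WT retinas at an adjusted p under 0.05. In the authors' deposited table the numbers were 5557 and 5207 for rd10 TMB and 2718 and 2442 for rd10 DR. The authors' deposited table lists 5234 genes as higher and 5001 as lower in both light-exposed groups. Without the same call in the other group, it lists 1183 higher and 1335 lower in rd10 vehicle and 323 and 206 in rd10 TMB retinas.

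At an adjusted p under 0.05, 6563 genes were higher and 6275 lower in rd10 vehicle than in WT retinas here. Both numbers are higher than the values quoted from the study above. For rd10 TMB against WT retinas 5678 genes were higher and 5201 lower. Both of these are also higher than the values quoted. The totals of the authors' deposited table, 6417 and 6336 for rd10 vehicle and 5557 and 5207 for rd10 TMB, are higher as well. Without the same call in the other comparison, 1156 genes were higher and 1279 lower in rd10 vehicle, and 271 and 205 in rd10 TMB retinas. These counts lie nearer to the values quoted than the totals do. The study refers to Venn diagrams for its values, and which part of a diagram they count was not tested.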
